A study of Mus musculus with 24 samples. Its data were reported in "Enhanced BRAF engagement by NRAS mutants capable of promoting melanoma initiation" (2022).

How the data were processed

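RNA was measured by sequencing in 24 melanomas of TN mice, 6 for each of the genotypes NRAS 61R/R, 61K/K, 61L/L and 61H/H, and each tumour was assigned to its group from the genotype given in its labels. Per the labels, 4-hydroxytamoxifen was applied at 20 mM on postnatal days 1 and 2, frozen tumour tissue was ground, ribosomal RNA was depleted and stranded total RNA libraries were made, although the labels also name the molecule as polyA RNA. The study's methods state alignment with STAR. The submitters' processing notes name Picard 2.17.11, featureCounts with no version given, and the mouse build mm10. The authors deposited 1 table of raw read counts per gene, not normalized, with each gene's coordinates. Whether the counting used strand is not given in the sources used here, so overlapping and antisense genes cannot be told apart. Exposure of each mouse to ultraviolet light is not in the labels.

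The table held 24421 genes, of which 2830 had no read, 27 had names turned into dates by a spreadsheet and 54 were listed on several chromosomes. Library totals lay between 31.9 M and 43.8 M reads. Between pairs of libraries of 1 genotype the chi-square per degree of freedom was at least 70.5, so no library appeared to be deposited more than once. A pair of 61H/H titles share a number, but these libraries (replicates 4 and 5) differed in log2 CPM of the female transcript Xist, at -1.69 and 11.2, and were kept as separate tumours. Replicate numbers were given in the order of the accessions and pair nothing. The labels do not state that every tumour came from a different mouse, so p-values measure the spread between these tumours.

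Column names came in 2 styles, with and without a separator after the letter code. The 6 libraries without it were 61R/R replicate 3, 61K/K replicates 1, 3 and 6, 61L/L replicate 6 and 61H/H replicate 6. Since these 6 differed from the other 18 in many genes, they were treated as a possible library batch, and values within the 18 are given beside the pooled ones for counts, for chromosome shifts and where they end a call or move a list by much. Titles of 61R/R tumours carry the codes 61K, 61L and 61P, 2 tumours each, and none carries 61H, so for 61H/H against 61R/R the title code and the genotype cannot be told apart. Every 61K/K, 61L/L and 61H/H tumour carries the code of its own genotype. Code and genotype therefore cannot be told apart in comparisons among these genotypes either, nor for 61H/H against the mean. With the title code as a covariate, the difference of 61K/K or 61L/L from 61R/R rests on the 2 61R/R tumours of the same code.

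Genes with too few reads were removed with filterByExpr, which left 17214. Libraries were scaled by TMM and tested in R 4.3.3 with the edgeR 4.0.16 quasi-likelihood F-test with robust dispersion, in 1 fit of all 24 libraries. The 7 comparisons were 61K/K, 61L/L and 61H/H each against 61R/R, 61H/H against 61K/K, against 61L/L and against the mean of the other 3 genotypes, and 61L/L against 61K/K. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Every adjusted p of a single gene in the text comes from this test unless another tool is named. Fold changes are on the log2 scale, and their SE is the absolute log2 fold change divided by the square root of F. CPM values use TMM-scaled library sizes, and log2 CPM a prior count of 2.

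In counts simulated for the 61H/H and 61R/R libraries over 17062 genes, the same test recovered 10% of 50 genes changed 1.5-fold, 60% of 50 changed 2-fold, 74% of 50 changed 4-fold and 92% of 50 changed 8-fold, with 1 false call among 119. Only genes of at least 1 CPM were changed. Simulated genes varied independently, without shared variation by cell type, chromosome or library style in these 2 groups. These rates need not hold for the real libraries, where 1 split unrelated to genotype called 354 genes.

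The 23 gene lists held 368 genes and covered ERK targets, RAS and RAF components, MYC targets, proliferation, pigment cells, neural crest, T and NK cells, B and plasma cells, macrophages, neutrophils, dendritic cells with MHC class II, MHC class I, interferon, inflammation, fibroblasts, endothelium, keratinocytes, adipocytes, skeletal muscle, erythroid cells, lymph node stroma, and immediate early and heat shock genes. They were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, again with an estimated correlation, and with fry, each adjusted over the 23 lists. A list's adjusted p is that of the preset test unless stated otherwise. The lists were written before the count table was opened but after the study's own tables had been read, and Cxcl2 and Mpo were kept although they appear there, so the lists are not independent evidence of direction.

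The rule for named genes took 11 genes always (among them Nras, Hras, Braf, Dusp6, Spry2, Mki67, Ptprc, Cd8a and Mitf, while 2 of the 11 and 1 of the 23 lists are not reported here), for each comparison with 61R/R up to 8 genes per direction with the smallest p among called genes with at least a 2-fold change and a mean of at least 1 CPM, predicted and clone names left out, and up to 4 called members of each list. For the other comparisons up to 4 genes were named. List members given for 61K/K against 61R/R and 61H/H against 61K/K, and Icam1, were named after their values were seen.

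Median shifts per chromosome were compared with exact two-sided permutation tests over all 924 splits of 6 against 6, and correlations across the 24 libraries were tested with 100000 permutations. The comparisons, the rule for named genes and the following alternatives were chosen before the data were examined: DESeq2 size factors, upper-quartile factors, DESeq2 1.42.0, limma-voom, no filter, a filter of 1 CPM in 6 libraries, a fit of only the groups compared with edgeR and with DESeq2, each library left out in turn, Xist as a covariate, the title code as a covariate, and the sum of the 61H/H libraries that share a number. Alternatives chosen after seeing the data were the column name style as a covariate, alone and with Xist, the 18 libraries of 1 style, and the fit without genes of chromosome 6. The relations between list means across libraries were also chosen after seeing the data. Enrichment of Hallmark and gene ontology sets was not run here, because those sets were not at hand.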

Results

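RNA was sequenced from 24 spontaneous melanomas of TN mice on a C57BL/6 background, in which topical 4-hydroxytamoxifen switches on a mutant Nras allele in melanocytes. The tumours came from 4 homozygous codon 61 genotypes with 6 tumours each. Arginine (TN61R/R), lysine (TN61K/K) and leucine (TN61L/L) are strong drivers of melanoma onset in this model, and histidine (TN61H/H) is a weak one. Each library held between 31.9 M and 43.8 M counted reads. The mean depth was 35.2 ± 2.34 M (SD, n = 6) in TN61R/R, 36.9 ± 2.92 M in TN61K/K, 35.9 ± 2.55 M in TN61L/L and 37.0 ± 4.19 M in TN61H/H. Of the 24421 genes in the count table, 17214 had enough reads to be tested.

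The first question was whether the knocked-in oncogene and its pathway were expressed at different levels. Nras stood at 155 ± 52.0 CPM (SD, n = 6) in TN61R/R, 122 ± 52.6 CPM in TN61K/K, 135 ± 43.1 CPM in TN61L/L and 190 ± 23.4 CPM in TN61H/H melanomas. Nras did not pass the test against TN61R/R in any of the 3 genotypes, with a log2 fold change of 0.29 ± 0.26 (SE) and an adjusted p of 0.669 in TN61H/H. Braf, which encodes a RAF kinase that NRAS can bind (chromosome 6, 39603237 to 39725463, mm10), missed the threshold in TN61H/H with a log2 fold change of 0.48 ± 0.18 (adjusted p = 0.186).

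**Figure D1:**
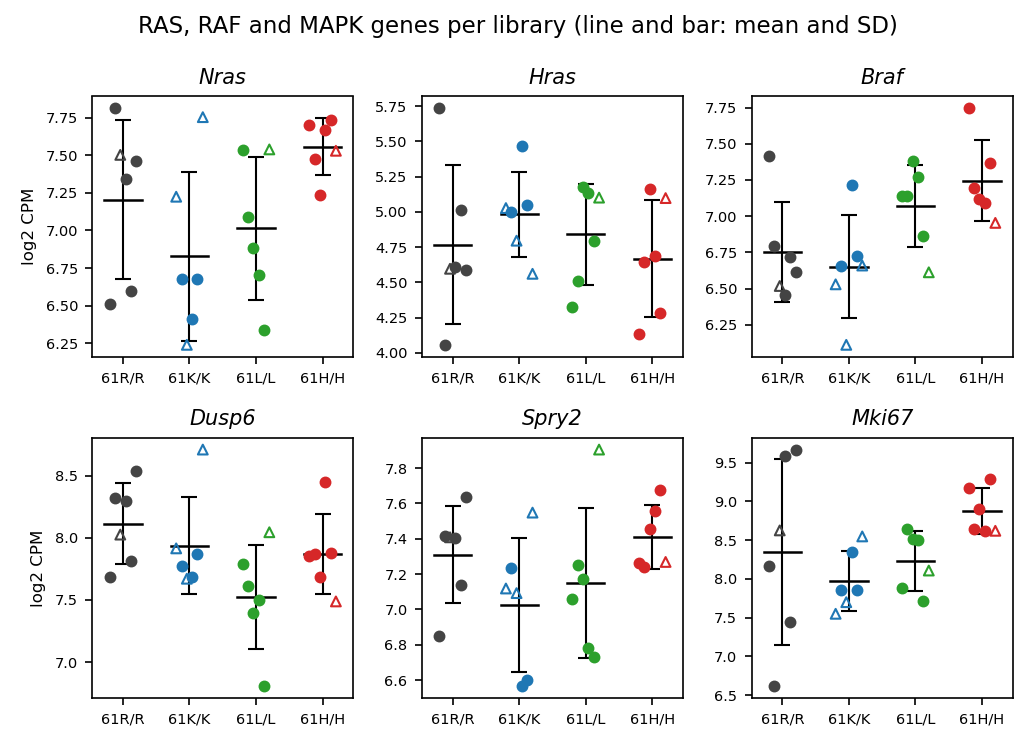
Level of RAS, RAF and MAPK genes (log2 CPM, 1 point per library) in the 4 genotypes, where lines and bars are the mean and SD of 6 libraries and open triangles mark the 6 libraries with the other column name style. Nras averages 190 CPM in TN61H/H and 155 CPM in TN61R/R, and Mki67 spreads widely among TN61R/R tumours.

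Readouts of MAPK signalling and of the cell cycle came next. Between TN61H/H and TN61R/R melanomas Dusp6, a phosphatase induced by ERK that switches ERK off again, differed by -0.24 ± 0.21 on the log2 scale (SE, adjusted p = 0.653), and Spry2, another feedback inhibitor, by 0.09 ± 0.19 (adjusted p = 0.880). Mki67, the proliferation marker, differed by 0.17 ± 0.36 (95% interval -0.57 to 0.92, adjusted p = 0.878) and ranged widely among TN61R/R tumours, at 422 ± 302 CPM (SD, n = 6). No member of the list of 19 ERK target and feedback genes passed the test (median log2 fold change -0.14, list adjusted p = 0.166). The direction of both Spry2 and Mki67 rested on single libraries: Spry2 came to -0.03 without TN61R/R replicate 1, and Mki67 to -0.03 without TN61R/R replicate 2 or 5. Hras, at -0.15 ± 0.24, likewise came to 0.08 without TN61R/R replicate 1.

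The comparison of the weak driver with TN61R/R asked which genes set apart tumours that arise late. Tspan2, a tetraspanin of the oligodendrocyte lineage, reached 43.2 ± 15.9 CPM against 12 ± 2.03 CPM (SD, n = 6 each), and Mrgprf, a Mas-related G protein-coupled receptor, 107 ± 21 CPM against 31.4 ± 12 CPM. Itgb3, the integrin beta chain linked to invasive melanoma, stood at 50.03 ± 7.29 CPM against 22.4 ± 5.58 CPM. The potassium channel genes Kcna1 and Kcna6, neighbours on chromosome 6, showed log2 fold changes of 2.83 ± 0.44 and 2.05 ± 0.34 (SE). Deptor, an inhibitor of mTOR, rose by 1.90 ± 0.31, Gfra2, a co-receptor for neurturin, by 1.65 ± 0.27, and Kndc1, a neuronal gene with a RAS exchange factor domain, by 4.08 ± 0.68. The adjusted p of these 8 genes lay between 0.00299 and 0.00740, and each was above the highest TN61R/R tumour in 6 of 6 TN61H/H tumours, except Kndc1 in 5 of 6. In the strong driver TN61L/L several of them lay between TN61R/R and TN61H/H. Kcna1 stood at 319, 1360 and 2263 CPM in TN61R/R, TN61L/L and TN61H/H. In the same order Deptor stood at 111, 286 and 413 CPM, and Gfra2 at 116, 264 and 363 CPM. No gene passed the test between TN61H/H and TN61L/L.

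Other transcripts were lower in TN61H/H. Tlr9, the leukocyte sensor of unmethylated DNA, stood at 5.37 ± 0.88 CPM in TN61H/H against 13.6 ± 4.47 CPM in TN61R/R (SD, n = 6 each), a log2 fold change of -1.35 ± 0.24 (SE, adjusted p = 0.00866). Sorl1, a sorting receptor, came to -1.62 ± 0.29, and Adgrg3, an adhesion receptor of neutrophils, to -1.84 ± 0.34. Fgd3, a FYVE domain protein, Dennd1c, an exchange factor for RAB35, and the leukocyte genes Abi3 and Ccdc88b lay between -1.19 and -1.10. Hmga2-ps1 was lower as well (-1.10 ± 0.19), but it is a pseudogene whose reads can come from its parent gene, so its value is uncertain. Fgd3, Dennd1c, Abi3, Ccdc88b, Tlr9, Hmga2-ps1 and Adgrg3 were below the lowest TN61R/R tumour in 6 of 6 TN61H/H tumours, and Sorl1 in 5 of 6.

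In all, 348 genes differed between TN61H/H and TN61R/R by edgeR's quasi-likelihood test, 217 of them higher and 131 lower (62.4% higher). DESeq2 called 904 genes, 438 higher and 466 lower, so that the excess of higher genes depended on the tool. The count was 111 among the 18 libraries of 1 column name style, while the other 6 libraries held too few of each genotype for a test, and it was 30 in a fit of the 12 libraries compared. It moved to 122, 176, 99 and 79 without TN61R/R replicates 1, 2, 3 and 5, to 66, 85 and 76 without TN61H/H replicates 1, 2 and 5, and to 1093 without TN61H/H replicate 4. The fit of 12 libraries kept 9 of the 30 named genes it could test, among them Tspan2, Mrgprf, Itgb3, Kcna1 and Deptor, with adjusted p up to 0.0922 for those lost.

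**Figure D2:**
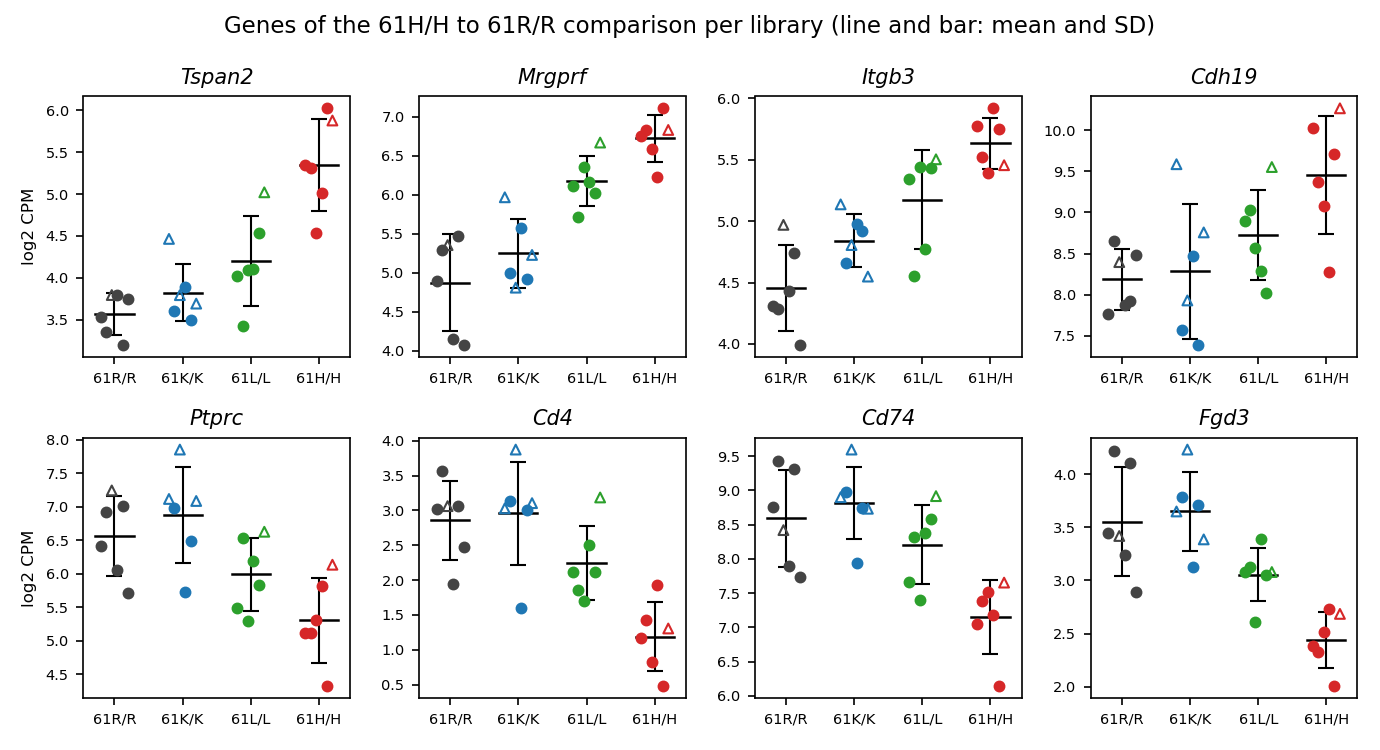
Level of 8 genes (log2 CPM, 1 point per library) in the 4 genotypes, where lines and bars are the mean and SD of 6 libraries and open triangles mark the 6 libraries with the other column name style. Tspan2, Mrgprf and Itgb3 in TN61H/H lie above every TN61R/R tumour, and Cd4, Cd74 and Fgd3 below every one.

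Immune cell genes had medians below 0 in TN61H/H, although with an estimated correlation no list of them was past the threshold (adjusted p = 0.161 to 0.265 with an estimated correlation). The median log2 fold change was -1.39 over 20 T and NK cell genes, -1.13 over 14 dendritic cell and MHC class II genes, -0.98 over 12 neutrophil genes and -0.72 over 17 macrophage genes. Of the T and NK cell genes 3 fell, namely Cd4, the T helper co-receptor (2.34 ± 0.84 CPM against 7.64 ± 2.76 CPM, SD, n = 6 each), Nkg7 of cytotoxic granules and Eomes, a transcription factor of cytotoxic cells. Adjusted over the list alone, 10 were lower. Nkg7 and Eomes were low in both genotypes, at 1.05 ± 0.54 against 4.40 ± 2.05 CPM and 0.68 ± 0.40 against 3.39 ± 1.78 CPM. Of the dendritic cell and MHC class II genes 4 fell, Ciita, the master regulator of class II genes, Cd74, the invariant chain (150 ± 46.3 CPM against 425 ± 200 CPM), Itgax and H2-Eb1, and 9 were lower adjusted over the list alone. Of the neutrophil genes, Csf3r, the receptor for granulocyte colony-stimulating factor, and Mpo, myeloperoxidase, fell, and 3 were lower adjusted over the list alone. Mpo was near the floor, at 0.05 ± 0.08 CPM in TN61H/H against 1.23 ± 0.94 CPM in TN61R/R. It stood at 0.20 CPM in TN61K/K and 0.02 CPM in TN61L/L, so its low level was not particular to TN61H/H. No macrophage gene passed over all genes, against 4 adjusted over the list alone. Ptprc, which encodes the pan-leukocyte antigen CD45, stood at 42.5 ± 17.9 CPM against 101.01 ± 39.0 CPM, a log2 fold change of -1.25 ± 0.34 that just missed the threshold (adjusted p = 0.0569). Cd8a, near 1 CPM, differed by -0.60 ± 0.49 (adjusted p = 0.634).

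By camera with a preset correlation, each of those 4 lists was past the threshold, with adjusted p of at most 7.00e-06. With an estimated correlation the values were adjusted p = 0.161 for the T and NK cell, dendritic cell and neutrophil lists and adjusted p = 0.265 for the macrophage list. The rotation test fry, which asks only whether a list's genes move 1 way, gave adjusted p of 0.0122, 0.0122, 0.0215 and 0.0767 for the T and NK cell, dendritic cell, neutrophil and macrophage lists. Single calls were less firm: Cd74, Itgax, H2-Eb1, Eomes and Mpo were among the 11 of 31 named genes lost without TN61R/R replicate 5 or TN61H/H replicate 1 (adjusted p up to 0.135 and 0.145) and the 10 lost without TN61H/H replicate 2 or 5 (up to 0.0945 and 0.125). Without TN61R/R replicates 1, 2 and 3 the losses were 6, 7 and 7 of 31, with adjusted p up to 0.119, 0.0771 and 0.0978, and Mpo and Cdh19 were lost without TN61H/H replicate 6 (adjusted p up to 0.122). Within the 18 libraries 11 of 31 were lost (adjusted p up to 0.0897), among them Nkg7, Eomes, Csf3r, Mpo, Itgax, H2-Eb1, Ccl19 and Cdh19. Without TN61R/R replicate 6, TN61H/H replicate 4 or TN61H/H replicate 6, Ptprc passed the threshold. It missed it in 8 of 14 other settings. It passed with the stricter filter, limma-voom, DESeq2 on all or only the 12 libraries, and the column name style as a covariate, alone or with Xist (lowest adjusted p = 0.00824).

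The list of 22 RAS and RAF pathway components had a median log2 fold change of 0.08. Its preset adjusted p of 0.0428 became adjusted p = 0.225 with an estimated correlation and 0.207 without TN61H/H replicate 4, and it also missed the threshold without TN61H/H replicates 2 and 5 and without each TN61R/R replicate but the second. The median ranged from 0.03 without TN61R/R replicate 5 to 0.08. Only 5 of 12 other settings kept the call, and without the genes of chromosome 6, where Braf lies, the median was 0.03 (adjusted p = 0.403). Neural crest and Schwann cell genes moved the other way from the immune genes, with a median of 0.57 over 17 genes, a preset adjusted p of 0.00921 and a fry adjusted p of 0.0122 (adjusted p = 0.161 with an estimated correlation). Cdh19, a cadherin of Schwann cell precursors, was the 1 member that rose, at 772 ± 337 CPM against 299 ± 77 CPM (SD, n = 6 each, adjusted p = 0.0485, and 1 higher adjusted over the list alone). That call was lost with any 1 of the 12 libraries left out except TN61H/H replicate 4. Across the 24 tumours the mean of this list fell as the mean of the 4 leukocyte lists (T and NK cells, macrophages, neutrophils and dendritic cells) rose (Pearson r = -0.61, permutation p = 0.00143, adjusted over 3 relations 0.00143, Spearman rho = -0.51, permutation p = 0.0127), with r = -0.41 without the 2 farthest tumours, -0.78 within the 18 libraries and -0.40 within the other 6. The sign did not hold within genotypes, at -0.21, -0.48, 0.80 and -0.70 in TN61R/R, TN61K/K, TN61L/L and TN61H/H (n = 6 each).

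Pigment genes did not pass in TN61H/H, although their median was -1.08 over 16 genes (adjusted p = 0.261). Mitf, the melanocyte master regulator, differed by 0.35 ± 0.25 (SE, adjusted p = 0.553). The mean of the pigment list followed that of the keratinocyte list across the 24 tumours (Pearson r = 0.88, permutation p = 1e-05, the smallest value that 100000 permutations can give, adjusted 1.5e-05, Spearman rho = 0.91, permutation p = 1e-05, r = 0.87 without the 2 farthest, 0.89 within the 18 libraries and 0.94 within the other 6). Keratin genes held from 0.00499% to 2.04% of a library's reads. Among other tissues, lymph node stroma genes had a median of -1.76 over 4 genes (fry adjusted p = 0.0429, adjusted p = 0.225 with an estimated correlation). Ccl19 was the 1 of these that fell, and 3 were lower adjusted over the list alone, but its reads can be shared with near-identical copies of the gene, so its value of -2.21 ± 0.49 is uncertain.

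B and plasma cell genes had a median of -0.54 over 8 genes (adjusted p = 0.0377, and 0.377 with an estimated correlation), MHC class I genes -0.44 over 11 (adjusted p = 0.00299, and 0.518 with an estimated correlation), interferon targets -0.23 over 24 (adjusted p = 0.0128, and 0.672 with an estimated correlation) and endothelial genes -0.34 over 10 (adjusted p = 0.0134, and 0.623 with an estimated correlation). Inflammatory genes had a median of -0.07 over 15 (adjusted p = 0.0437, and 0.650 with an estimated correlation), with Icam1, an adhesion molecule of inflamed tissue, the 1 member lower adjusted over the list alone. The sign of that median is not settled, since it turned to 0.05 without TN61H/H replicate 5 and 0.06 within the 18 libraries, and came to -0.90 without TN61H/H replicate 4. Proliferation genes had a median of 0.09 over 28 (adjusted p = 0.0124, and 0.692 with an estimated correlation), which turned to -0.03, -0.07 and -0.08 without TN61R/R replicates 1, 2 and 5 and -0.01 without TN61H/H replicate 3, and rose to 0.30 and 0.31 without TN61R/R replicates 4 and 6. Without TN61H/H replicate 6 the medians of B cell, MHC class I and interferon genes were -0.96, -0.79 and -0.39, and without TN61H/H replicate 4 those of endothelial and neutrophil genes were -0.63 and -1.72. None of the fibroblast (-0.15), keratinocyte (-0.63), adipocyte (-1.76), skeletal muscle (-0.58), erythroid (-0.58), MYC target (-0.06) or immediate early and heat shock (-0.04) lists was past the threshold, with adjusted p from 0.166 to 0.993. The mean of the immediate early list was 0.10 and fry placed it higher, so its sign is not settled. Of the 14 lists past the preset test, the B cell list was lost without TN61R/R replicates 2 and 5 and TN61H/H replicate 4 (adjusted p up to 0.157), MHC class I without TN61R/R replicate 5 (0.0659), interferon without TN61R/R replicates 2, 3 and 5 and TN61H/H replicates 2 and 4 (up to 0.115), endothelium without TN61R/R replicate 3 and TN61H/H replicate 1 (up to 0.0935), proliferation without TN61R/R replicates 2 and 5 (up to 0.657), and the inflammatory list with any library left out but TN61R/R replicates 2 and 4 and TN61H/H replicate 4 (up to 0.188). Without TN61R/R replicate 5, 8 lists remained past it, and within the 18 libraries the inflammatory (adjusted p = 0.215) and endothelial (0.113, median -0.17) lists were lost, while the B cell and MHC class I medians were -1.01 and -0.70. The stricter filter, the fit of the 12 libraries, the summed libraries and the fit without chromosome 6 genes also ended the B cell call (adjusted p = 0.218, 0.169, 0.0931 and 0.0511) and the inflammatory call (0.203, 0.0511, 0.0651 and 0.0791), and the inflammatory list was lost as well with either other scaling (0.0680 and 0.0676) and with no filter (0.0670). The ERK target list passed without TN61R/R replicate 1 (adjusted p = 0.0437), the adipocyte list without TN61R/R replicate 2 (0.0171) and the MYC target list without TN61H/H replicate 4 (0.0457).

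**Figure D3:**
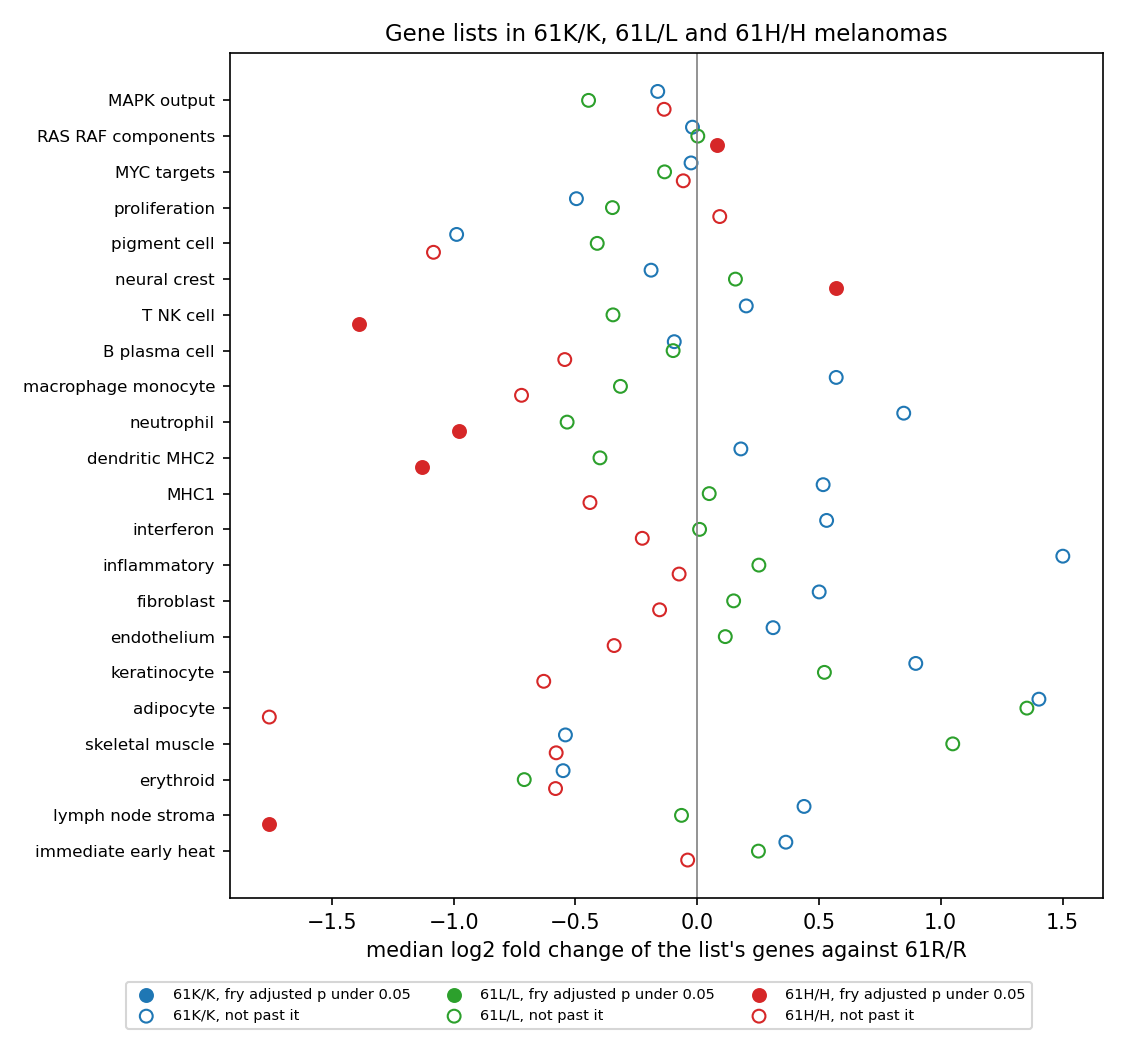
Median log2 fold change of 22 gene lists against TN61R/R (horizontal axis) in TN61K/K, TN61L/L and TN61H/H melanomas, with filled points where the rotation test fry passed the threshold. Among the lists drawn, only TN61H/H has filled points, 6 in all, with T and NK cell genes at -1.39 and neural crest genes at 0.57.

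Many of the genes higher in TN61H/H were on chromosome 6, which held 878 of the tested genes (5.10%). Of the 217 higher genes 91 were on it, and of the 131 lower genes 5. Per tumour, the median shift of chromosome 6 genes from the mean of all 24 tumours was -0.14 ± 0.04 on the log2 scale (SD, n = 6) in TN61R/R, -0.09 ± 0.06 in TN61K/K, 0.11 ± 0.06 in TN61L/L and 0.13 ± 0.14 in TN61H/H. All 6 TN61L/L tumours were above every TN61R/R and every TN61K/K tumour (exact two-sided permutation p = 0.0022 each, the smallest that 6 against 6 allows, adjusted over 20 chromosomes 0.0433 each). In TN61H/H 5 of 6 tumours were above every TN61R/R tumour (exact p = 0.00433, adjusted 0.0866), which did not pass after adjustment. Within the 18 libraries the exact p was 0.00794 for TN61L/L and for TN61H/H against TN61R/R, and 0.0179 for TN61L/L against TN61K/K, each the smallest that so few libraries allow. Adjusted over 20 chromosomes these came to 0.159, 0.0794 and 0.357, so none passed. Without the genes of chromosome 6, 155 genes differed between TN61H/H and TN61R/R, 66 of them higher and 89 lower.

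**Figure D4:**
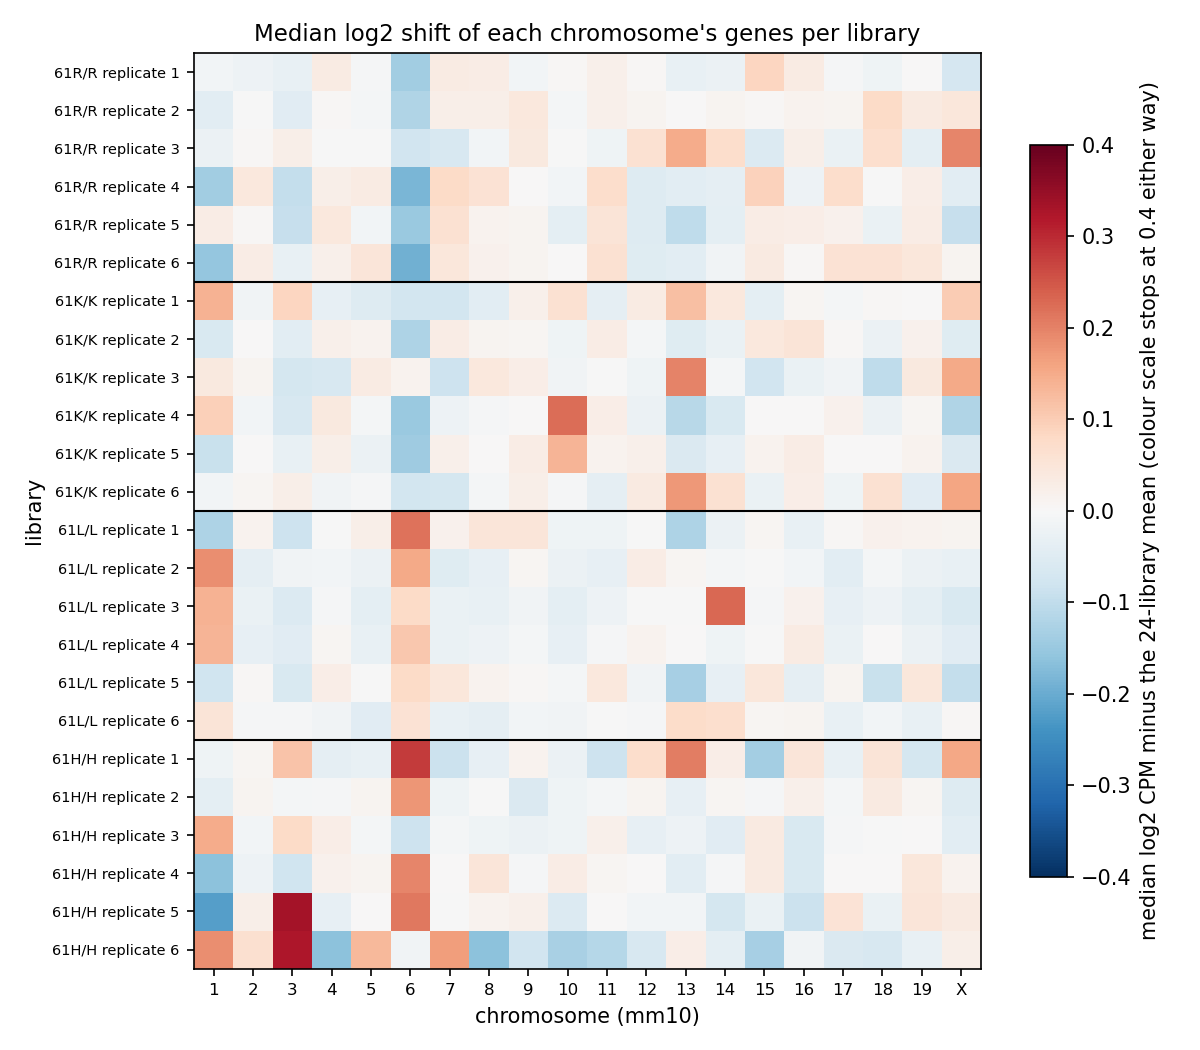
Median log2 CPM of each chromosome's genes (horizontal axis, mm10) in each of the 24 libraries (vertical axis), relative to the mean of all 24, with red for higher and blue for lower. Chromosome 6 averages -0.14 in TN61R/R and 0.11 in TN61L/L, and TN61H/H replicates 5 and 6 stand out on chromosome 3.

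The comparison of TN61K/K with TN61R/R set 2 strong drivers side by side. Inflammatory genes had the largest median, 1.5 over 15 genes, and 8 were higher adjusted over the list alone, among them Cxcl2, a neutrophil attractant (4.48 on the log2 scale), Il1b, the cytokine interleukin 1 beta (2.04), and Ccl4, a macrophage chemokine (1.70). Interferon targets (0.53 over 24 genes), MHC class I genes (0.52 over 11), fibroblast genes (0.50 over 13) and macrophage genes (0.57 over 17) lay on the same side. Proliferation genes had a median of -0.50 over 28 genes, which turned to 0.48 (adjusted p = 1.11e-06) with the title code as a covariate, so its sign is not settled. The 61R/R side of that fit rests on only the 2 TN61R/R tumours with the code 61K. Mki67 differed by -0.70 ± 0.36 (SE, adjusted p = 0.774). Nras differed by -0.35 ± 0.26 (adjusted p = 0.780) and Ptprc by 0.36 ± 0.34 (adjusted p = 0.810).

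No gene passed edgeR's test between TN61K/K and TN61R/R, where 887 had an unadjusted p under 0.05 and the smallest adjusted p was 0.774 (Cd14). DESeq2 called 3 genes, or 4 in a fit of the 12 libraries alone, and limma-voom 0. By the preset test 9 of 23 lists were past the threshold, 7 higher and 2 lower, and none with an estimated correlation (adjusted p from 0.346 for fibroblast genes to 0.759 for proliferation genes) or by fry. The list of ERK targets (-0.16), the adipocyte list (1.40) and the immediate early list (0.36) were also past it. The macrophage list rested on TN61K/K replicate 3, without which its median was 0.06 (adjusted p = 0.253), and on the 6 libraries of the other column name style, without which it was -0.04 (adjusted p = 0.822), and it was lost with column name style and Xist as covariates (median 0.28, adjusted p = 0.0543). The interferon and MHC class I lists stayed past the threshold, but their medians fell to 0.19 and 0.32 without TN61K/K replicate 3, to 0.10 and 0.32 within the 18 libraries and to 0.29 and 0.33 with the style as a covariate. The ERK target list was lost without TN61K/K replicate 3 or TN61R/R replicate 6 (adjusted p = 0.252 and 0.146), within the 18 libraries (0.0740) and with the title code as a covariate (0.649), and its median ran from -0.35 without TN61K/K replicate 6 to -0.07 without TN61R/R replicate 6. The proliferation list was lost without TN61R/R replicates 3, 4 and 6 and TN61K/K replicate 5 (adjusted p up to 0.769), the adipocyte list without TN61R/R replicates 2, 3 and 6 and TN61K/K replicates 2 and 3 (up to 0.168, median 0.05 without TN61K/K replicate 3) and within the 18 libraries (0.0661, median 0.07), and the immediate early list without TN61R/R replicates 2 and 3 and TN61K/K replicates 2, 4 and 5 (up to 0.149), with a median of 0.71 without TN61R/R replicate 1 and 0.16 without TN61R/R replicate 2. With the title code as a covariate the macrophage and adipocyte medians were 0.95 and 2.14. Within the 18 libraries the B cell (adjusted p = 0.0362) and keratinocyte (7.65e-05) lists passed as well.

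In TN61L/L melanomas, the other strong driver, no ERK target or feedback gene passed the test against TN61R/R. These 19 genes had a median log2 fold change of -0.45, with 17 of 19 below 0 and a preset adjusted p of 7.52e-05, against adjusted p = 0.739 with an estimated correlation and no call by fry. Dusp6 stood at 190 ± 51.3 CPM against 283 ± 63.2 CPM (SD, n = 6 each), a difference of -0.57 ± 0.21 (SE, adjusted p = 0.749). Neutrophil genes had a median of -0.53 over 12 genes, with 1 lower adjusted over the list alone. Dendritic cell genes (-0.40 over 14), T and NK cell genes (-0.35 over 20), macrophage genes (-0.32 over 17) and MYC targets (-0.13 over 24) lay on the same side. The pigment list had a median of -0.41 and a mean of -0.40, whereas camera placed it higher relative to all other genes (adjusted p = 0.482). Lymph node stroma genes had a median of -0.06 and a mean of 0.07.

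No gene passed edgeR's test between TN61L/L and TN61R/R, where 956 had an unadjusted p under 0.05 and the smallest adjusted p was 0.304 (Ccdc91). DESeq2 called 31 genes, 131 in a fit of the 12 libraries alone, and limma-voom 0. In all, 7 lists were past the preset test, among them the 6 above from the ERK targets to the MYC targets, all lower, and none was past it with an estimated correlation (adjusted p = 0.739 for each) or by fry. The ERK target list (adjusted p = 1.39e-05 within the 18 libraries) stayed past the threshold with each library left out, and with the title code as a covariate. The neutrophil list did so with each library left out, but its median was -0.35 and -0.09 without TN61R/R replicates 1 and 2, -0.35, -0.28, -0.31 and -0.32 without TN61L/L replicates 1, 2, 3 and 4, -1.34 without TN61L/L replicate 6, -1.52 within the 18 libraries and -0.28 with the stricter filter. With the title code as a covariate, which leaves only the 2 TN61R/R tumours with the code 61L to compare with, the neutrophil, dendritic cell (adjusted p = 0.385 each) and MYC target (0.0692) lists were lost. The T and NK cell and macrophage medians were then -0.54 and -0.53. The other lists depended on single libraries: 3 lists were past the threshold without TN61L/L replicate 3, 4 without TN61R/R replicate 3, and calls of these lists were lost as well without TN61R/R replicates 1, 2, 4, 5 and 6 and TN61L/L replicates 1 and 5 (adjusted p up to 0.449). The T and NK cell median ran from -0.20 without TN61L/L replicate 3 to -0.53 without TN61R/R replicate 4, the dendritic cell median from -0.23 without TN61R/R replicate 2 to -0.62 without TN61L/L replicate 6, and the macrophage median rose to -0.18 without TN61R/R replicate 3. Within the 18 libraries all 7 held, and the fibroblast (adjusted p = 0.0251), adipocyte (0.0357) and skeletal muscle (0.0299) lists passed as well.

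Between TN61L/L and TN61K/K, macrophage genes had a median log2 fold change of -0.96 over 17 genes, with 13 lower adjusted over the list alone. That median was -0.37, with 1 lower, without TN61K/K replicate 3 and -0.26, with 0 lower, within the 18 libraries (list adjusted p = 0.00611, preset). Inflammatory genes had a median of -0.86 with 4 lower adjusted over the list alone, neutrophil genes -0.98 with 2 lower and neural crest genes 0.21 with 1 higher. Within the 18 libraries these medians were -1.39, -1.29 and 0.16, where the neural crest list was lost (adjusted p = 0.155), as it was without TN61L/L replicate 6 (0.158). The inflammatory median was -0.55 without TN61K/K replicate 1, the neutrophil median -1.68 without TN61L/L replicate 6 and the neural crest median 0.06 without TN61L/L replicate 1. No gene passed edgeR's test, where 1393 had an unadjusted p under 0.05, while DESeq2 called 42 and limma-voom 92. Of 23 lists 11 were past the preset test, 2 higher and 9 lower, and none with an estimated correlation (smallest adjusted p = 0.338) or by fry.

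Against TN61K/K, TN61H/H melanomas differed in more genes than against TN61R/R. Cd14, the endotoxin co-receptor of monocytes, stood at 6.75 ± 1.65 CPM against 25.4 ± 9.46 CPM (SD, n = 6 each), a log2 fold change of -1.91 ± 0.28 (SE, adjusted p = 0.00343), and Ptprc at -1.60 ± 0.35 (adjusted p = 0.00907). Nedd4l, a ubiquitin ligase for sodium channels, rose by 1.12 ± 0.16, and the zinc finger genes Repin1 and Zfp775, both on chromosome 6, by 1.09 ± 0.16 and 1.222 ± 0.19 (adjusted p = 0.00343 each). Braf, at 0.58 ± 0.18 (adjusted p = 0.0477), passed narrowly, and only 3 of 13 other settings kept the call. Nras, at 0.64 ± 0.26 (adjusted p = 0.117), did not pass. Of the macrophage genes 13 of 17 fell, of the dendritic cell and MHC class II genes 8 of 14, of the interferon targets 10 of 24 and of the MHC class I genes 5 of 11. Adjusted over each list alone the counts were 17, 12, 16 and 10, and within the 18 libraries 3, 10, 3 and 9, with 1 interferon target higher there. Without TN61K/K replicate 3, 5 interferon targets were left. The macrophage median of -1.38 came to -0.90 without TN61K/K replicate 3 and -0.72 within the 18 libraries. Of 17 neural crest genes 4 rose, among them Ngfr, the neurotrophin receptor of neural crest stem cells (1.28, adjusted p = 0.00643), and Sox2, a stem cell transcription factor (2.3, adjusted p = 0.0207), both named here after their values were seen, and adjusted over the list alone 8 were higher and 1 lower.

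In that comparison 1612 genes passed, 739 higher and 873 lower, and 2409 by DESeq2. The count was 168 within the 18 libraries, where TN61K/K keeps only 3, 447 in a fit of the 12 libraries alone, and 559 without TN61K/K replicate 3, 706, 1004 and 636 without TN61H/H replicates 1, 2 and 5. The Braf call was lost without TN61K/K replicates 1, 2, 3, 5 and 6 and TN61H/H replicates 1, 2 and 5 (adjusted p up to 0.130) and in the 18 libraries (0.240). It was also lost with DESeq2 size factors (0.0601), upper-quartile factors (0.0587), no filter (0.0514), the stricter filter (0.0597), the 12 libraries alone (0.0991), the summed libraries (0.0595) and the covariates Xist (0.0563), column name style (0.0794) or both (0.0792). Nras passed without TN61K/K replicate 6 (adjusted p = 0.0319) and with limma-voom (adjusted p = 0.0191). Of 23 lists 14 were past the preset test, 2 higher and 12 lower, 12 were past fry, and none with an estimated correlation (smallest adjusted p = 0.133).

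Between TN61H/H and TN61L/L, Nras differed by 0.49 ± 0.26 (SE, adjusted p = 0.478) and Ptprc by -0.67 ± 0.34 (adjusted p = 0.465). Dendritic cell and MHC class II genes had a median of -0.78 with 5 of 14 lower adjusted over the list alone, adipocyte genes -3.33 with 8 of 9, lymph node stroma genes -1.63 with 3 of 4 and inflammatory genes -0.22 with 1 of 15. Without TN61L/L replicate 5 the adipocyte median was -1.34 with 0 lower, and 1 dendritic cell gene was lower, against 0 within the 18 libraries. The inflammatory median was -0.95 without TN61H/H replicate 4 and 0.02 within the 18 libraries (adjusted p = 0.0746). No gene passed edgeR's test, where 1931 had an unadjusted p under 0.05, 5 passed without TN61H/H replicate 4, DESeq2 called 52 and limma-voom 239. Of 23 lists 19 were past the preset test, 3 higher and 16 lower, and none with an estimated correlation (smallest adjusted p = 0.240) or by fry.

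Set against the mean of all 3 strong drivers, TN61H/H melanomas again showed more transcript of Tspan2, Kndc1, Mrgprf and Kcna6. Tspan2 rose by 1.53 ± 0.19 on the log2 scale (SE, adjusted p = 0.000679), Kndc1 by 3.28 ± 0.44 (adjusted p = 0.00106), Mrgprf by 1.25 ± 0.19 (adjusted p = 0.00280) and Kcna6 by 1.65 ± 0.25 (adjusted p = 0.00290), while Ptprc fell by 1.17 ± 0.30 (adjusted p = 0.0227). The genotypes overlapped: of 6 TN61H/H tumours, 4 were above every strong-driver tumour for Tspan2 and Mrgprf, 3 for Kndc1 and 2 for Kcna6. None of these genes passed against TN61L/L alone. Here 5 of 17 neural crest genes rose (7 higher and 1 lower adjusted over the list alone) and 8 of 14 dendritic cell and MHC class II genes fell (9 adjusted over the list alone). In this comparison 1104 genes passed, 639 higher and 465 lower, 1876 by DESeq2, and 632 within the 18 libraries. The count was 161, 189 and 457 without TN61H/H replicates 5, 1 and 2, 1838 without TN61H/H replicate 4, 700 without TN61R/R replicate 5 and 721 without TN61L/L replicate 4. Of 23 lists 15 were past the preset test, 3 higher and 12 lower, 11 were past fry, and none with an estimated correlation (smallest adjusted p = 0.122).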

Values the study reported

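The study reported fewer than 35 differentially expressed genes between tumours carrying strong drivers of melanoma initiation. It reported 761 differentially expressed genes between tumours with the strong driver 61R and the weak driver 61H. The study tested with DESeq2, and its legend for these comparisons names fewer tumours per genotype than were tested here. Its counts and the edgeR counts above are therefore not like for like.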

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

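Among the tests below, those of an equal fall of all cells other than tumour cells, of lymph node stroma genes alone, of the selection of shorter fragments or transcripts and of the column name style were chosen only after the result was seen.

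In each genotype, 47 values of 6 tumours were searched for a tumour far from the other 5, and 6 of 188 groups held one, where chance gives about 1 in 20 groups. In log2 CPM, Braf stood at 7.41 in 61R/R replicate 1, with the nearest other tumour at 6.79, Dusp6 at 8.71 in 61K/K replicate 6 (nearest 7.91) and Gfra2 at 6.32 in 61R/R replicate 6 (nearest 6.82). Rasal3 stood at 1.38 in 61L/L replicate 3 (nearest 2.27), Nkg7 at -2.60 in 61H/H replicate 5 (nearest -0.23) and Csf3r at 3.76 in 61H/H replicate 4 (nearest 2.59).

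The first pattern weighed was the higher level of chromosome 6 genes in 61H/H than in 61R/R, a median log2 excess of 0.31 over the other autosomes (0.28 to 0.35 with 1 library left out). A batch by column name style is argued against by an excess of 0.34 (0.31 to 0.40) within the 18 libraries of 1 style, the shares of leukocytes and skin cells by 0.29 (0.27 to 0.32) with their list means as covariates, and gene length and level by 0.32 (0.28 to 0.36) over matched genes. Since 61R/R and 61H/H each hold 1 library of the other style, the style was balanced between them by number. Those libraries were not alike, however: Rpph1 held 2.58% of reads in 61H/H replicate 6 and 0.77% in 61R/R replicate 3. Any other batch was not tested. Extra copies of the whole chromosome in tumour cells may underlie it, since 93.3% of 15 windows of 10 Mb lay above the median of the other autosomes, from -0.02 to 0.44. This share is not particular to chromosome 6, since every window of chromosome 3 also lay above, by 0.08 to 0.44. DNA copy number was not measured, and for 61H/H an effect of breeding line cannot be told from the genotype, because no 61R/R title carries the code 61H. A higher chromosome 6 level was not particular to 61H/H. Every 61L/L tumour was also above every 61R/R tumour, those with the code 61L included.

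The second pattern was the lower level of leukocyte genes in 61H/H than in 61R/R, a median of -0.97 over 71 genes (-1.14 to -0.83 with 1 library left out), 67 of them lower. A batch by column name style is argued against by a median of -1.08 (-1.36 to -0.95) within the 18 libraries. The style was balanced between these genotypes by number of libraries only, and any other batch was not tested. An equal fall of all cells other than tumour cells is argued against by a difference of 0.71 (0.50 to 0.91) between fibroblast with endothelial genes and leukocyte genes. Lymph node tissue in 61R/R libraries cannot be told apart: the joint median of B cell and lymph node stroma genes minus that of macrophage genes was -0.0243 (-0.25 to 0.13), but this bound was set wrongly, since the 8 B cell genes (-0.54) hide the 4 stroma genes, at -1.76 against -0.72 for macrophage genes. A somewhat lower share of all such cells cannot be told apart, with fibroblast and endothelial genes together at -0.26 (-0.51 to -0.18). Fewer leukocytes in tumours of the weak driver, and a lower expression per cell, stay open and were not tested in these counts. The study's own tumour RNA comparison reported enrichment of immune pathway transcripts in 61R/R over 61H/H melanomas, the same direction as here. Its leukocyte staining of tumour sections, however, found no steady drop.

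The third pattern was the difference between the 6 libraries of the other column name style and the 18, which reached 4873 genes, 2653 higher and 2220 lower in the 6. Of 60 splits of the style within genotypes 1, the real one, gave as many, and the highest other gave 10, so chance can be excluded. Sequencing depth is argued against, since 5 of the 6 libraries had a total within the range of the other 18. Selection of shorter fragments or transcripts cannot be told apart: genes with exons of 1 kb or less lay 0.17 (0.14 to 0.22) above longer genes on the log2 scale, and ribosomal protein genes had a median of 0.66, with 82 of 95 above 0. No biological explanation was tested, and a change of sequencing instrument stays open and untested, since the study's methods name more than a single instrument without saying which library ran on which.

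Other splits of the same libraries, 60 per comparison with the real one included, were fitted for each count. For genes, as many were called in 2 splits for 61H/H against 61R/R (real 348, highest other 354), in 1 for 61H/H against 61K/K (1612, highest other 0) and in 1 for 61H/H against the mean of the other 3 (1104, highest other 5). Chance can be excluded at a share of 1 in 20 for 61H/H against 61K/K and against the mean. For 61H/H against 61R/R another split called more genes than the real one. Only 60 of 462 possible splits were fitted there, so chance is not firmly excluded for that count. The split with 354 genes had both libraries of the other column name style on 1 side, but other splits with both on 1 side called 0 genes, so this arrangement alone does not account for it and its cause was not tested. Within the 18 libraries the real comparison gave 111. As many were called in 60 of 60 splits where the real count was 0, with highest others of 78 (61K/K against 61R/R), 30 (61L/L against 61R/R), 193 (61H/H against 61L/L) and 1409 (61L/L against 61K/K). The split with 1409 points to some structure among those 12 libraries, which was not identified: it had all 4 libraries of the other style on 1 side, but 5 other splits with that arrangement called at most 2 genes.

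For gene lists, as many were past the threshold in 33 of 60 splits for 61K/K against 61R/R (real 9, highest other 17), in 32 for 61L/L against 61R/R (7, highest other 15), in 6 for 61H/H against 61R/R (14, highest other 16), in 13 for 61H/H against 61K/K (14, highest other 16) and in 10 for 61L/L against 61K/K (11, highest other 17), so chance cannot be excluded for these counts. For 61H/H against 61L/L only the real split reached its count (1 split, real 19, highest other 16). Only 60 of 462 possible splits were fitted there, and no list passed with an estimated correlation or by fry. Chance is thus not firmly excluded for that count either. For 61H/H against the mean (2 splits, real 15, highest other 16) another split put more lists past the threshold, so chance is not firmly excluded.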

How the results depend on the processing

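The column name style as a covariate, alone or with Xist, the 18 libraries of 1 style and the fit without chromosome 6 genes were chosen only after the data were seen. With an estimated correlation 0 gene lists were past the threshold in each of the 7 comparisons. DESeq2 called 3, 31 and 904 genes for 61K/K, 61L/L and 61H/H against 61R/R, 52 for 61H/H against 61L/L, 42 for 61L/L against 61K/K and 1876 for 61H/H against the mean, and limma-voom 1109, 2929, 239, 92 and 2649 for 61H/H against 61R/R, 61K/K and 61L/L, 61L/L against 61K/K and 61H/H against the mean. With only the groups compared, edgeR called 30 for 61H/H against 61R/R and 447 against 61K/K, and DESeq2 4, 131, 882, 116 and 133 for 61K/K, 61L/L and 61H/H against 61R/R, 61H/H against 61L/L and 61L/L against 61K/K.

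With the title code as a covariate, 4 lists were past the threshold for 61L/L against 61R/R, the median of proliferation genes for 61K/K reversed to 0.48 and Nras for 61L/L to 0.0386. Each of these fits rests on only the 2 61R/R tumours that share the code. The style covariate gave 683 genes for 61H/H against 61R/R and 1682 against the mean, style with Xist 753 against 61R/R, the 18 libraries 111, 168 and 632 against 61R/R, 61K/K and the mean, and the fit without chromosome 6 genes 155 and 732, where fewer genes were tested. For the rest the cause was not tested.

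With each library left out in turn, the counts ran from 66 to 1093 for 61H/H against 61R/R, from 559 to 2310 against 61K/K, from 0 to 5 against 61L/L and from 161 to 1838 against the mean, and the lists from 8 to 13 for 61H/H and from 3 to 9 for 61L/L against 61R/R. Hras ran from -0.28 to 0.0793 and Spry2 from -0.0279 to 0.16, both reversed without 61R/R replicate 1, and Mki67 from -0.0315 to 0.47, reversed without 61R/R replicates 2 and 5.

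Of the values of named genes with 1 library left out, 625 kept direction and side of the threshold, 75 were no longer past it, 4 passed it and 4 reversed. Under the other settings these were 680, 48, 15 and 1. No paired analysis was possible because the labels give no replicate numbers that the genotypes share, and the title codes that some 61R/R tumours share with 61K/K or 61L/L entered only as a covariate, with the results above. At this depth and number of tumours the simulated test recovered 10% of genes changed 1.5-fold, and the part of depth alone was not tested.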

Other observations

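The first principal component held 44.4% of the variance and was led by the hair follicle and skin keratins Krt71, Krt25, Krt1 and Krt27, and genotype explained 6.39% of it. Genotype explained 45.4% of the second component, which held 12.2% of the variance, and 28.5% of the third, which held 8.16%. Tspan2, the leading gene of 61H/H against 61R/R, lies 286 kb from Nras on chromosome 3. Of 24 tested genes within 1 Mb of Nras, 3 were past the threshold in that comparison. These were Tspan2, Trim33, a ubiquitin ligase (0.49, adjusted p = 0.0279), and Rsbn1 (0.47, adjusted p = 0.0247). The genes other than Tspan2 had a median of 0.28, from -1.07 to 0.98. Every window of chromosome 3 lay above the median of the other autosomes in that comparison, by 0.08 to 0.44. In the window that holds Nras the excess was 0.18. The median of the neighbours thus cannot be told apart from a shift of the whole chromosome.

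Across the 24 tumours, the level of a gene was set against the shift of its own chromosome, in relations chosen after the data were seen. With chromosome 6, Braf gave Pearson r = 0.56 (permutation p = 0.00498, adjusted over 5 relations 0.0083, Spearman rho = 0.47, permutation p = 0.0202, 0.44 without the 2 farthest, 0.67 within the 18, -0.13 within the 6 and 0.15 within genotypes), and Mitf r = 0.30 (p = 0.154, rho = 0.30, p = 0.149, 0.26, 0.29, 0.34 and 0.12). Nras and the chromosome 3 shift gave r = 0.44 (p = 0.0268, adjusted 0.0335, rho = 0.42, p = 0.0422, 0.40 without the 2 farthest, 0.41 within the 18, 0.42 within the 6 and 0.26 within genotypes). The relations thus rest largely on differences between genotypes. The p-values come from 100000 permutations.

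For 61L/L against 61R/R, DESeq2 called 31 genes in the fit of all 24 libraries and 131 with only the groups compared, with 6 tumours per genotype. The first lies within the limit quoted from the study above and the second is higher, and the study's legend for that comparison names fewer tumours per genotype.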
